A study of Mus musculus with 5 samples. Its data were reported in "Hemorrhage-activated NRF2 in tumor-associated macrophages drives cancer growth, invasion, and immunotherapy resistance" (2024).

How the data were processed

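Spheroids of MC38-GFP cells, grown alone or with BMDMs, which had been left as they were or given heme-albumin (300 µM from day 3), IFN-γ (10 ng/ml from day 6 for 24 hours) or both, were cultured for 9 days. In each condition 4500 spheroids were pooled, dissociated and labelled with a multiplexing oligo, and the 5 samples were run together as droplet-based 3' single-cell RNA sequencing with a target of 10000 cells. The authors deposited filtered feature-by-barcode matrices of unique molecular identifier (UMI) counts for each sample, made with Cell Ranger 7.0.0 on GRCm39 according to the labels. The deposited counts were whole numbers without normalization, for 25827 genes and the multiplexing oligos, and the assignment of each barcode to a sample was the authors' own. Only these count matrices were used, and gene symbols and Ensembl identifiers were taken as they stand in them. Of the 25827 genes, 22 symbols were shared by more than 1 identifier, and the identifier with the most UMIs stood for a listed gene. That choice corrected an earlier lookup after list medians had been seen, and it moved medians of the hypoxia and ATF4 lists. No transcript of green fluorescent protein was among the features, so tumor cells were named from clusters.

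Cells were kept with at least 1000 UMIs, at least 500 genes and at most 20% mitochondrial UMIs, which left out 558 of 7659 barcodes. Total UMIs per sample were 14763437 in the tumor-only spheroids, 50511802 with untreated BMDMs, 28847378 with IFN-γ, 14791848 with heme and 15193608 with heme plus IFN-γ. All kept cells were clustered together with Scanpy 1.11.5 and leidenalg 0.10.2 in Python 3.11.15: counts scaled to 10000 per cell and log-transformed, 2000 highly variable genes, 30 principal components, 15 neighbours and Leiden resolution 0.5. A cluster was macrophage-like when at least 3 fixed macrophage markers were at 50 CPM or more and over 5 times their level in all other cells. Otherwise it was tumor-like with at least 3 fixed tumor markers at 50 CPM or more. A cluster was to stay unnamed when the median ratio of its cells' UMIs to their own sample's median was under 1/3 and none of its class markers was among its top 10 genes. Cluster 4, with 130 cells and led by *Rn18s*, lay just above that limit (ratio 0.335) and stayed tumor-like under that rule. Scrublet called 44 of the 7101 cells (0.620%) as doublets, and these were kept in the main values.

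Counts were summed over the cells of a class in each sample and expressed as CPM with exact Poisson 95% intervals. Ratios between samples carry exact conditional binomial intervals, and shares of cells carry exact Clopper-Pearson intervals. For ratios on the log2 scale a pseudocount of 5 CPM was added, and a gene was measured with at least 20 UMIs over the 2 samples compared. A class with under 20 cells in a sample gave no comparison, which left 1 of 4 planned comparisons of macrophage-like cells and all 6 of tumor-like cells. Since each condition is 1 sample, no test was run and no p-value was computed. Measured genes numbered 8270 in the macrophage-like comparison and between 12475 and 13729 in the tumor-like comparisons.

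In all 27 gene lists were fixed before the data were examined, as were the markers, the filters and the rule for named genes. The lists cover NRF2 targets, heme and iron handling, tumor-associated macrophage markers, matrix remodelling, MHC class I and II, interferon response, inflammatory mediators, complement, lysosome and lipid handling, EMT, epithelial genes, UPR chaperones, the ATF4 stress response, S phase, G2M, hypoxia and glycolysis, p53 and apoptosis, NF-kB response, cholesterol synthesis, oxidative phosphorylation, dissociation stress, and markers of neutrophils, dendritic cells, lymphocytes, stromal and endothelial cells, and erythroid, mast and megakaryocyte cells. For each list the median log2 ratio of the measured members was set against 10000 random lists of the same size matched on expression in 20 bins, as a description of these samples. The median carries a parametric Poisson interval, and members at least 1.5-fold higher or lower on the scale with the pseudocount were counted. Named genes are the 10 highest and the 10 lowest log2 ratios among genes with at least 50 CPM and 20 UMIs in the higher sample, without mitochondrial, ribosomal protein and unnamed gene models. Genes more than 5 times higher in the other class of cells over the 4 mixed samples were set apart and not ranked. Members of the lists may be named as examples, and 16 macrophage genes followed in the study were always given where measured.

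Per-cell shares were computed after thinning each cell to 5000 UMIs. The alternatives tried were no filter and a stricter filter on cells (at least 2000 genes and at most 10% mitochondrial UMIs), a *Ptprc* UMI in place of clusters as the macrophage call, leaving out Scrublet doublets, Leiden resolution 1.0, median-of-ratios scaling, a mean over cells, a pseudocount of 1, a minimum of 1 UMI, subtraction of free RNA estimated from macrophage markers in the tumor-only sample, and no thinning. Leaving out cluster 4 was an alternative added after the data were seen. Median-of-ratios scaling moved the median of all genes by at most −0.09 on the log2 scale. The intervals were run on simulated data with known folds for 200 genes per comparison, and held the true fold for between 89.1% and 98.5% of the genes over the comparisons and fold sizes. Both simulated sums were drawn from the Poisson model that the intervals assume. The simulation therefore checks the code and says nothing of the spread between cells. Other tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9, umap-learn 0.5.12 and matplotlib 3.10.9.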

Results

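MC38 is a mouse colon carcinoma line, here carrying green fluorescent protein, and the spheroids were grown either from tumor cells alone or from equal numbers of tumor cells and mouse bone marrow-derived macrophages (BMDMs). Before mixing, the BMDMs were left untreated or pretreated with heme-albumin (300 µM), with IFN-γ (10 ng/ml for 24 hours) or with both. After 9 days the 5 kinds of spheroid were dissociated, labelled with a multiplexing oligo each and pooled into 1 droplet run, so each condition is 1 sample and there are no replicates. All intervals below are 95% intervals that cover counting error only, and no difference was tested against a spread between cultures. The comparisons set the macrophages and the tumor cells of these spheroids side by side.

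The 5 samples held 7659 cell barcodes, of which 7101 were kept after the filters. Of these, 6935 were tumor-like and 166 were macrophage-like by their clusters. The kept cells numbered 1274 in the tumor-only spheroids, 2318 with untreated BMDMs, 1385 with IFN-γ-pretreated BMDMs, 1053 with heme-pretreated BMDMs and 1071 with BMDMs given heme plus IFN-γ. Median UMIs per kept cell were 10817, 19483, 18651, 12670 and 12651 in the same order. The tumor-like cells carried *Cald1*, *Tpm1*, *Cav1* and *Tead1* but almost no transcripts of epithelial keratins and claudins, with 0 UMIs of *Krt18*, *Cldn3* and *Cldn4*.

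Macrophage-like cells were a small share of the cells in spheroids whose BMDMs had been pretreated with heme. They made up 4.66% of cells with untreated BMDMs (108 cells, 3.84 to 5.60%) and 3.39% with IFN-γ-pretreated BMDMs (47 cells, 2.50 to 4.49%). With heme-pretreated BMDMs the share was 0.380% (4 cells, 0.104 to 0.970%), and with heme plus IFN-γ it was 0.560% (6 cells, 0.206 to 1.22%). The tumor-only spheroids, which received no macrophages, gave 1 such cell (0.078%, 0.002 to 0.437%). *Ptprc*, which encodes the leukocyte antigen CD45, had a UMI in 64.0% of macrophage-like cells of the untreated BMDM spheroids after each cell was thinned to 5000 UMIs (median depth before thinning 10555 UMIs, 22 shallower cells left out, 77.8% unthinned). In tumor-like cells of the same spheroids (median depth 19746.5 UMIs) it had a UMI in 0.183%, close to the 0.248% of tumor-like cells in the tumor-only spheroids, a background level. With a *Ptprc* UMI as the macrophage call, the share was 1.12% with heme plus IFN-γ (12 cells, 0.580 to 1.95%). It was then 0.380% with heme (4 cells) and 0.785% in tumor-only spheroids (10 cells, 0.377 to 1.44%).

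Macrophage-like cells from spheroids with IFN-γ-pretreated BMDMs carried more transcripts of some chemokine and interferon-induced genes than those with untreated BMDMs. *Ifit1bl1* (ENSMUSG00000079339), an interferon-induced gene, was 5.19-fold higher (3.38 to 8.08), the T cell-attracting chemokine *Ccl5* (ENSMUSG00000035042) was 3.45-fold higher (2.85 to 4.17; 515 against 149 CPM, the UMIs of a gene scaled by the sum over all genes), and the chemokine receptor gene *Ccr1* was 3.63-fold higher (2.03 to 6.55). *Cxcl10*, itself an interferon-induced chemokine, was 4.67-fold lower (2.97 to 7.76), the neutrophil chemokine *Cxcl1* was 4.00-fold lower (2.44 to 7.00) and *Ptgs2*, which encodes cyclooxygenase-2, was 4.01-fold lower (1.76 to 11.3). *Cd209f*, *Cd69*, *Trp53inp1*, *Lox*, *Il1rn* and *Cmpk2* were also among the 10 genes with the highest ratios, between 2.48-fold and 4.40-fold. The 10 lowest also held the mitotic genes *Ube2c* (5.46-fold lower), *Cenpf* (4.62-fold) and *Birc5* (3.74-fold), then *Ankrd37*, *Rad17*, *Zfpm2* and the collagen gene *Col3a1*. With untreated BMDMs, *Ube2c*, *Cxcl10* and *Cxcl1* stood at 406, 215 and 200 CPM in tumor-like cells. In macrophage-like cells they stood at 167, 204 and 148 CPM. *Ptgs2* was lower in the tumor-like cells, at 37.7 against 52.5 CPM. Tumor RNA in macrophage-like cells was not estimated, so its part in the lower genes and lists is not known.

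Across the interferon response list in these macrophage-like cells, 4 of 27 measured members were at least 1.5-fold higher and 1 was at least 1.5-fold lower, with a median log2 ratio of 0.39 (0.20 to 0.48), above all 10000 random lists of matched expression. *Rsad2* stood at 458 against 303 CPM and *Ifit2* at 207 against 137 CPM. Of 17 measured inflammatory mediators 5 were higher and 3 lower (median 0.28, 0.01 to 0.48), with *Il1b* at 133 against 73.5 CPM. The G2M list had a median of −0.57 (−0.78 to −0.44) with 22 of 45 members lower, and the S phase list −0.38 (−0.51 to −0.20) with 9 of 40 lower. EMT genes had a median of −0.31 (−0.39 to −0.13) with 9 of 32 lower and 3 higher, and UPR chaperones −0.29 (−0.36 to −0.07) with none lower and 3 higher. MHC class I genes had a median of 0.18 (−0.05 to 0.24), NRF2 targets 0.10 (−0.005 to 0.24), heme and iron handling genes 0.08 (−0.11 to 0.20, with a mean of −0.05), tumor-associated macrophage markers −0.04 (−0.16 to 0.20) and matrix remodelling genes 0.01 (−0.16 to 0.17, with a mean of −0.04), which became −0.03 under median-of-ratios scaling. When macrophages were called by a *Ptprc* UMI in place of clusters, the interferon median was 0.03, the inflammatory mediator median 0.07, the G2M median −0.31 and the S phase median 0.06. Without the Scrublet doublets (1 and 2 macrophage-like cells), the G2M median was −1.33 and the S phase median −1.04. The group rests on 108 and 47 cells with median depths of 10555 and 7793 UMIs.

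The genes that the study follows in macrophages were given for all macrophage-like cells with untreated and with IFN-γ-pretreated BMDMs. *Hmox1*, the heme-degrading enzyme, stood at 1420 and 1413 CPM, *Ptprc* at 247 and 266 CPM, the scavenger receptor gene *Marco* at 216 and 292 CPM, *Arg1* at 56.0 and 74.2 CPM and *Spp1* at 1293 and 785 CPM. *C1qa* stood at 763 and 796 CPM, *Gclm* at 368 and 408 CPM, *Gstm1* at 56.7 and 58.9 CPM, *Mmp8* at 9.81 and 8.72 CPM and *Mmp12* at 115 and 107 CPM. The class II genes *H2-Aa* (0 and 0 UMIs) and *Cd74* (0 and 3 UMIs) and the chemokines *Cxcl9* (1 and 0 UMIs) and *Cxcl11* (1 and 3 UMIs) were at or under the 3 counts that a count of 0 allows, while *H2-Ab1* had 2 and 7 UMIs. The 4 cells with heme and the 6 with heme plus IFN-γ were too few for a comparison, and their summed levels are values only: *Hmox1* 3379 CPM (2934 to 3872) and 3128 CPM (2753 to 3539), *Spp1* 2563 and 2068 CPM, *Gclm* 1404 and 573 CPM, *Gstm1* 131 and 349 CPM, *Mmp12* 539 and 860 CPM, *Arg1* 131 and 162 CPM, *Ptprc* 310 and 174 CPM, and *C1qa* 49.0 and 87.2 CPM.

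The share of tumor-like cells with a UMI of *Mki67* or *Top2a*, both transcribed in cycling cells, was highest with untreated and IFN-γ-pretreated BMDMs. After thinning to 5000 UMIs it was 14.7% in the tumor-only spheroids (12.8 to 16.8%), 72.3% with untreated BMDMs (70.4 to 74.2%), 69.9% with IFN-γ (67.3 to 72.4%), 33.1% with heme (30.3 to 36.1%) and 36.2% with heme plus IFN-γ (33.3 to 39.2%). Unthinned, the shares were 26.0, 83.7, 80.3, 44.7 and 48.2% at median depths of 10817, 19746.5, 19011, 12670 and 12640 UMIs, and thinning left out 62, 26, 19, 8 and 15 cells. Macrophage-like cells, which can cycle themselves and so give only an upper bound for background, had a UMI in 32.6% with untreated BMDMs (median depth 10555 UMIs). The S and G2M lists were also highest with untreated and IFN-γ-pretreated BMDMs. G2M genes held a median of 0.60% of UMIs per tumor-like cell with untreated BMDMs and 0.56% with IFN-γ, against 0.12% with either heme pretreatment and 0.10% in tumor-only spheroids, and S phase genes 0.30% and 0.26% against 0.06% in each of the other samples. Upper quartiles of the S phase share were 0.14% with heme and 0.16% with heme plus IFN-γ against 0.08% in tumor-only spheroids. Endoplasmic reticulum chaperone genes of the unfolded protein response (UPR) held 1.04% of UMIs in tumor-only spheroids and between 0.40% and 0.42% in the 4 mixed samples. Genes of epithelial-mesenchymal transition (EMT) held 0.82% in tumor-only spheroids, 1.13% with untreated BMDMs, 1.14% with IFN-γ, 1.08% with heme and 1.06% with heme plus IFN-γ.

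**Figure D1:**
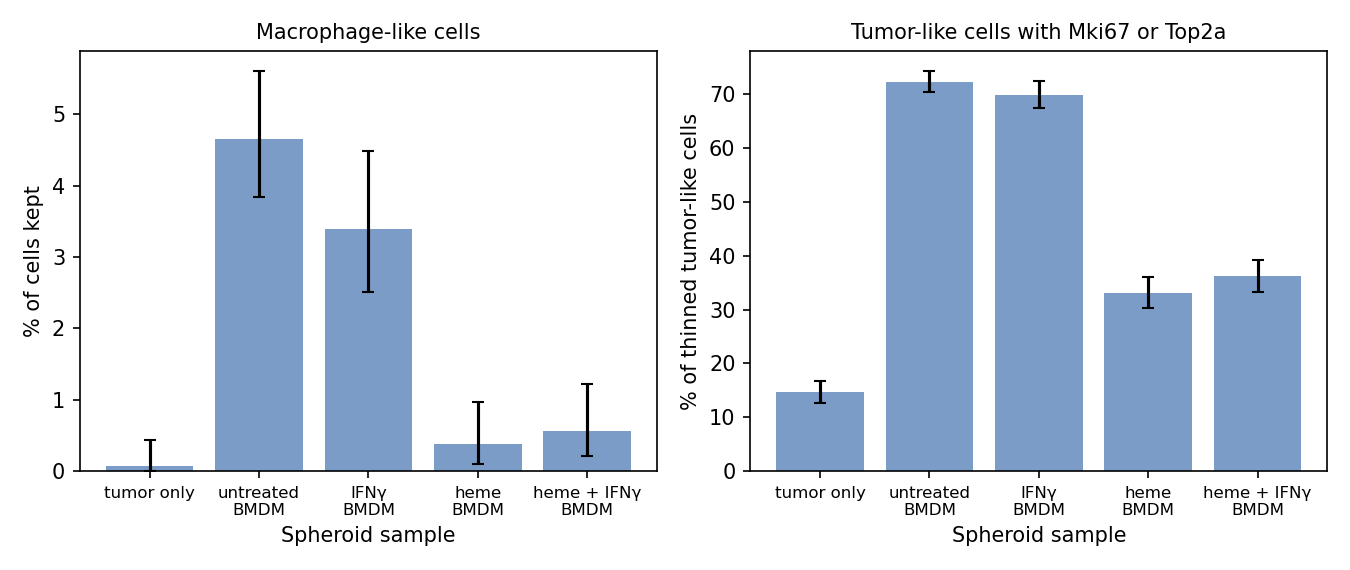
Shares of cells in the 5 spheroid samples, in percent with exact 95% binomial intervals (counting error only): macrophage-like cells among all kept cells, and tumor-like cells with a UMI of Mki67 or Top2a after thinning to 5000 UMIs. The cycling share was 72.3% with untreated and 33.1% with heme-pretreated BMDMs, and the macrophage-like share 4.66% and 0.380%.

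Next to untreated BMDMs, tumor-like cells carried far more proliferation and sterol synthesis transcripts than in spheroids without macrophages. The replication factor gene *Pclaf* (ENSMUSG00000040204) was at 381 against 25.3 CPM (13.6-fold to 16.7-fold higher), the linker histone gene *H1f5* 14.6-fold (13.3 to 16.1), *Top2a*, which encodes topoisomerase II alpha, 8.81-fold (8.35 to 9.31) and the monocyte chemokine *Ccl2* (ENSMUSG00000035385) 12.7-fold, at 1118 against 88.2 CPM. *Idi1* and *Fdps* of the mevalonate pathway were 11.8-fold (9.99 to 14.1) and 9.47-fold (8.37 to 10.8) higher. *Ube2c*, *Ccna2* and *Cenpe* were also among the 10 highest. In the other direction, the oxidative protein folding enzyme gene *Ero1a* was 7.26-fold lower (7.11 to 7.42), the endoplasmic reticulum co-chaperone gene *Dnajb9* 7.17-fold (6.70 to 7.67), *Car6* 14.2-fold (13.3 to 15.2) and *Cdsn* 16.0-fold (14.3 to 17.9), together with *Avil*, *AA467197*, *Cox6a2*, *Dusp1*, *Angptl6* and *Stbd1*.

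By list, 49 of 51 measured G2M genes and 42 of 43 S phase genes were at least 1.5-fold higher next to untreated BMDMs than in tumor-only spheroids, with median log2 ratios of 1.98 (1.89 to 2.03) and 1.76 (1.69 to 1.80). All 18 cholesterol synthesis genes were higher (median 1.96, 1.83 to 2.02). Of 30 interferon response genes 24 were higher (median 1.02, 0.92 to 1.09), among them *Zbp1* (5.45-fold), *Oasl2* (4.81-fold) and *Cxcl10* (215 against 57.1 CPM). The median was 1.01 without the 9 members whose level was more than 5 times higher in macrophage-like cells. Of 21 UPR chaperone genes 16 were at least 1.5-fold lower and none higher (median −1.06, −1.13 to −0.98), with *Hspa5*, which encodes the chaperone BiP, at 688 against 3331 CPM, *Manf* at 433 against 1201 CPM and *Sdf2l1* at 39.5 against 119 CPM. Hypoxia and glycolysis genes were lower in 14 of 25 cases (median −0.88, −0.90 to −0.86), including *Car9* (4.70-fold), *Ndrg1* (4.10-fold) and *Slc2a1* (3.61-fold). EMT genes went both ways: 15 of 44 were higher, such as *Zeb1* (3.74-fold) and *Lgals1* (2.39-fold), and 3 were lower, namely *Ccn1* (4.97-fold), *Areg* (4.63-fold) and *Fn1* (3.61-fold), with a median of 0.25 (0.20 to 0.30). MHC class I genes had a median of 0.35 (0.25 to 0.40). The EMT and MHC class I medians lay within the central 95% of the random lists, which ran from −0.06 to 0.27 and from −0.20 to 0.48. Most tumor-only cells lay in cluster 2 (1096 of 1273) and most cells with untreated BMDMs in clusters 3 and 5 (1031 and 536 of 2210), so these ratios compare different cell states as well as different conditions.

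Next to heme-pretreated BMDMs, tumor-like cells carried more interferon response transcripts and fewer endoplasmic reticulum chaperone transcripts than in tumor-only spheroids. *Ccl2* was 6.58-fold higher (6.20 to 6.98), *Il1rl1*, the IL-33 receptor gene, 4.65-fold (4.22 to 5.13), the collagen gene *Col6a1* 4.13-fold (3.82 to 4.47), *Top2a* 3.89-fold (3.66 to 4.13) and the protease inhibitor gene *Slpi* 3.74-fold (3.63 to 3.86). *Brinp3*, *Ube2c*, *Cp*, *Id1* and *Kirrel3* were the others of the 10 highest. *Areg*, which encodes the growth factor amphiregulin, was 5.56-fold lower (4.68 to 6.66), *Hspa5* (ENSMUSG00000026864) 3.88-fold, at 860 against 3331 CPM, *Sdf2l1* 3.79-fold (3.42 to 4.21), *Dnajb9* 3.45-fold (3.18 to 3.74) and *Manf* 3.07-fold (2.98 to 3.16), with *Car6*, *Ciapin1*, *Ccn1*, *Cited2* and *Avil* also among the 10 lowest. Of 29 interferon response genes 27 were at least 1.5-fold higher (median 1.30, 1.20 to 1.41), including *Ifit3* (10.3-fold) and *Oasl2* (5.99-fold). The UPR chaperone list had 18 of 21 members lower (median −0.80, −0.90 to −0.79). G2M genes were higher in 41 of 51 cases (median 1.01, 0.95 to 1.09), S phase genes in 21 of 43 (0.57, 0.56 to 0.70) and cholesterol synthesis genes in 13 of 18 (0.89, 0.80 to 1.00). EMT genes were higher in 17 of 42 cases and lower in 2 (median 0.47, 0.38 to 0.52), with *Snai1* 4.43-fold and *Col3a1* 2.62-fold higher. MHC class I genes had a median of 0.73 (0.57 to 0.83, 7 of 13 higher), with *Psmb10* at 67.1 against 20.4 CPM, and hypoxia and glycolysis genes −0.38 (−0.47 to −0.33, 7 of 25 lower). The largest number of heme-condition cells lay in cluster 0 (571 of 1049), against 58 of 1273 tumor-only cells.

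Tumor-like cells next to IFN-γ-pretreated and next to untreated BMDMs were nearly alike. The standard deviation of the log2 ratio over 3171 genes of at least 50 CPM was 0.053, and no measured member of any list with at least 3 measured genes differed by 1.5-fold with the pseudocount of 5 CPM. The highest ratios belonged to the ribosomal RNA gene *Rn18s* (1.32-fold, 1.31 to 1.34), *Ccl5* (1.25-fold, 1.22 to 1.28), *Klf2* (1.26-fold) and *Ecm1* (1.25-fold), followed by *Rfx3*, *Edil3*, *Ccser1*, *Apol9a*, *Mt2* and *Ero1a*. *Rn18s* also led cluster 4, whose cells had a median of 14.2% mitochondrial UMIs. That cluster held 44 of 1338 tumor-like cells with IFN-γ and 47 of 2210 with untreated BMDMs. The lowest belonged to the histone genes *H2ac20* (1.23-fold lower, 1.16 to 1.30), *H2ac8* and *H1f5*, then *Akr1b3*, *Hacd2*, *Pclaf*, *H2ac24*, *Ccl2* (1.13-fold lower) and *Fen1*. The interferon response list had a median log2 ratio of 0.08 (0.05 to 0.10), led by *Rsad2* at 57.7 against 42.3 CPM. Dissociation stress genes had a median of the same size, 0.08 (0.05 to 0.12). Further medians were −0.04 for S phase, 0.02 for G2M, 0.06 for hypoxia, −0.01 for EMT, −0.03 for UPR chaperones, 0.05 for MHC class I and 0.001 for cholesterol synthesis, the last turning to −0.03 as a mean over cells.

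Compared with untreated BMDMs, heme-pretreated BMDMs went with fewer S phase and G2M transcripts and with higher levels of *Slpi*, *C3* and *Il33* in tumor-like cells. *Slpi* (ENSMUSG00000017002) was 4.50-fold higher (4.41 to 4.60; 1429 against 317 CPM), the complement gene *C3* 5.58-fold (4.97 to 6.27), the alarmin gene *Il33* 4.56-fold (4.14 to 5.03), *Ly6a*, which encodes the surface antigen Sca-1, 4.13-fold (3.75 to 4.55) and the hypoxia-induced carbonic anhydrase gene *Car9* 3.72-fold (3.47 to 3.99). *Ecm1*, *Car6*, the matrix metalloproteinase gene *Mmp11*, *Dlgap2* and *AA467197* were also among the 10 highest. *H1f5* (ENSMUSG00000058773) was 6.64-fold lower (6.22 to 7.11), thymidylate synthase *Tyms* 4.49-fold (3.93 to 5.16), *Rrm2*, a subunit of ribonucleotide reductase, 3.98-fold (3.61 to 4.40) and the replicative helicase gene *Mcm5* 3.65-fold (3.26 to 4.10), along with *H2ac20*, *H2ac24*, *H1f4*, *H2ac8*, *Pclaf* and *Ddx39a*. *Hmox1* was 2.61-fold higher (2.47 to 2.75; 168 against 64.6 CPM), although it was set apart from the ranking as a gene more than 5 times higher in macrophage-like cells, and it was highest in the tumor-only spheroids at 400 CPM.

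In the heme against untreated comparison, 39 of 43 S phase genes and 44 of 51 G2M genes were at least 1.5-fold lower, with medians of −1.14 (−1.18 to −1.09) and −0.92 (−0.98 to −0.89), both below all 10000 random lists. All 18 cholesterol synthesis genes were lower (median −0.93, −1.02 to −0.90), such as *Idi1* (3.22-fold) and *Hmgcs1* (2.46-fold). Of 13 matrix remodelling genes 7 were higher (median 0.63, 0.47 to 0.70), with *Mmp2* 2.68-fold and the cathepsin gene *Ctsb* 1.93-fold higher. Hypoxia and glycolysis genes were higher in 10 of 25 cases (median 0.38, 0.29 to 0.39), including *Vegfa* (2.49-fold) and *Ndrg1* (2.10-fold). MHC class I genes had a median of 0.36 (0.29 to 0.45) and interferon response genes 0.20 (0.16 to 0.26), the latter with *Ifit3* (2.20-fold) and *Rsad2* (1.99-fold) higher. The EMT list as a whole stood near 0, with a median of 0.06 (0.02 to 0.11). That median ranked at percentile 97.9 of the random lists of matched expression, so it was high for genes of such expression. Of 45 EMT members 8 were higher and 3 lower. Among them *Fn1*, which encodes fibronectin, was at 722 against 257 CPM and *Col3a1* at 438 against 268 CPM. *Cdh2* (1.85-fold) and *Twist2* (1.72-fold) were lower. The UPR chaperone median was −0.08 (−0.11 to −0.05) and its mean 0.10, since *Crebrf* (2.62-fold) and *Dnajb9* (2.08-fold) were higher while *Creld2* and *Calr* were lower. Ferritin genes were higher, *Ftl1* 2.22-fold and *Fth1* 1.76-fold, in a heme and iron handling list with a median of 0.29 (0.17 to 0.36) and 3 of 12 members higher. The median was 0.14 without the 4 members set apart as much higher in macrophage-like cells, *Fth1* among them. Most heme-condition cells lay in cluster 0 and most untreated-condition cells in clusters 3 and 5, and median depth was 12670 against 19746.5 UMIs.

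**Figure D2:**
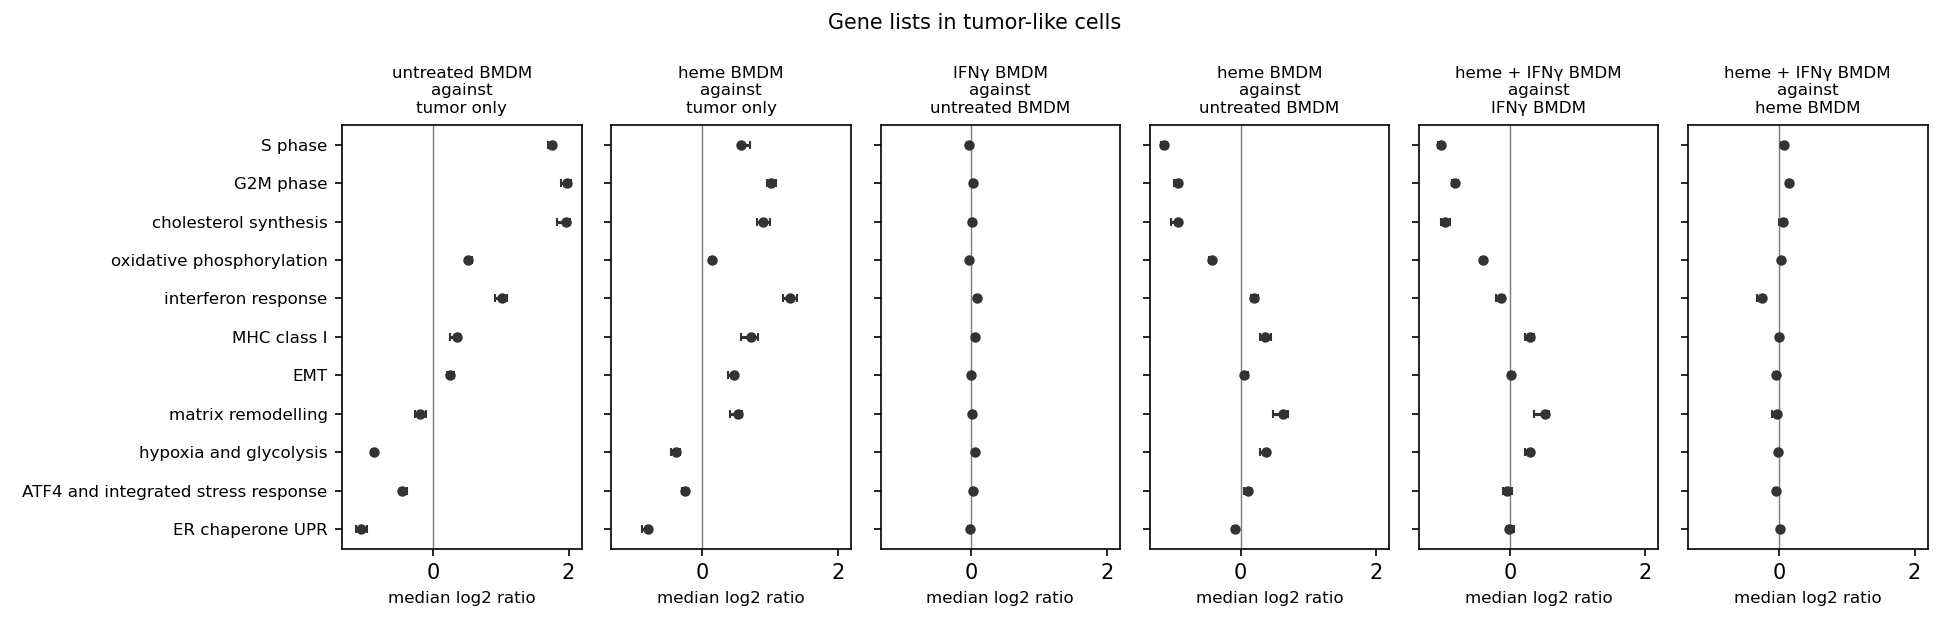
Median log2 ratio of gene lists in tumor-like cells for each comparison, with intervals that cover counting error only. Values above 0 are higher in the first-named sample. Against untreated BMDMs, heme gave −1.14 for S phase, 0.63 for matrix remodelling and 0.06 for EMT genes.

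The same heme comparison in the presence of IFN-γ gave closely similar ratios. *Slpi* was 4.51-fold higher (4.39 to 4.63), *C3* 4.81-fold (4.23 to 5.48), *Ly6a* 4.14-fold (3.70 to 4.64) and *Fn1* 2.74-fold (2.66 to 2.83), and *H1f5* was 4.55-fold lower (4.28 to 4.83), *Rrm2* 3.23-fold (2.94 to 3.56) and the chromatin gene *Hmgb2* 2.87-fold (2.79 to 2.96). *Car6*, *AA467197*, *Car9*, *Mmp11*, *Ecm1* and *Il33* completed the 10 highest, and *H2ac24*, *H1f4*, *Pclaf*, *Dkc1*, *Mybl2*, *Ddx39a* and the fatty acid synthase gene *Fasn* the 10 lowest. S phase genes had a median of −1.02 (−1.06 to −0.98, 40 of 43 lower), G2M genes −0.80 (−0.85 to −0.77, 38 of 51 lower), cholesterol synthesis genes −0.96 (−1.02 to −0.88, 18 of 18 lower) and matrix remodelling genes 0.52 (0.36 to 0.57, 5 of 13 higher). EMT genes again stood near 0 (median 0.02, −0.01 to 0.07, 4 higher and 5 lower of 45). Their median ranked at percentile 97.2 of the random lists of matched expression. Hypoxia genes had a median of 0.29 (0.22 to 0.33), MHC class I genes 0.30 (0.23 to 0.36), UPR chaperones −0.01 (−0.04 to 0.06, with a mean of 0.13), which became 0.04 under median-of-ratios scaling, and interferon response genes −0.13 (−0.21 to −0.09). Dissociation stress genes had a median of 0.42 (0.34 to 0.51), with 6 higher and 1 lower of 14. Over 3171 genes, the heme ratio without IFN-γ and that with IFN-γ had a Pearson r of 0.979 and a Spearman rho of 0.975. These ratios share no sample, but all samples came from 1 droplet run, and genes are not independent replicates. Cluster 0 held 523 of 1065 cells with heme plus IFN-γ, while clusters 3 and 5 held 538 and 344 of 1338 cells with IFN-γ, and median depth was 12640 against 19011 UMIs.

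Among spheroids with heme-pretreated BMDMs, additional IFN-γ went with lower interferon response transcripts in tumor-like cells. *Cxcl10* (ENSMUSG00000034855) was 1.62-fold lower (1.52 to 1.72; 117 against 190 CPM), the ubiquitin-like interferon effector gene *Isg15* 1.52-fold (1.39 to 1.67), *Rsad2*, which encodes the antiviral enzyme viperin, 1.83-fold (1.66 to 2.01) and *Ifit1* 1.81-fold (1.62 to 2.03). The interferon list had a median of −0.25 (−0.33 to −0.20), below all 10000 random lists, with 4 of 30 members at least 1.5-fold lower on the scale with the pseudocount. *Rsad2* and *Ifit1* are among the 9 members more than 5 times higher in macrophage-like cells, without which the median was −0.22. Macrophage markers in tumor-like cells were lower too, at 49.4 CPM (45.9 to 53.1) against 60.8 CPM (56.9 to 65.0). *Sema3a*, *Frmd4a*, *Rnf213*, *Slit2*, *Adam2*, *Vegfa*, *Ankrd44* and *Csf1* were the other low-ratio genes, between 1.27-fold and 1.33-fold lower. *Rfx3* was 1.49-fold higher (1.35 to 1.63), *Klf2* 1.37-fold (1.27 to 1.49), *Fos* 1.28-fold (1.17 to 1.40) and *Top2a* 1.20-fold (1.16 to 1.24), with *H1f5*, *H1f4*, *Creld2*, *Arhgap6*, *Arl4a* and *Mdh1* between 1.19-fold and 1.25-fold. Inflammatory mediators had a median of −0.16 (−0.19 to −0.10, 1 of 10 at least 1.5-fold lower) and tumor-associated macrophage markers −0.12 (−0.17 to −0.02, none of 12), or −0.02 without the 5 members much higher in macrophage-like cells. Further medians were 0.14 for G2M, 0.07 for S phase, 0.06 for cholesterol synthesis, −0.04 for EMT, 0.02 for UPR chaperones and 0.001 for MHC class I genes, and −0.01 for hypoxia genes, which became 0.03 under median-of-ratios scaling and 0.01 as a mean over cells.

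The IFN-γ ratio of interferon response genes thus differed with and without heme. Subtracting each gene's ratio without heme from its ratio with heme gave a median difference of −0.33 (−0.42 to −0.28) over 30 measured genes, of which 28 were below 0. These genes need not move independently. At Leiden resolution 1.0, a cluster led by *Rsad2*, *Ifit1* and *Ifit3* held 43 of 1053 cells with heme and 26 of 1071 with heme plus IFN-γ. It held 264 of 2318 cells with untreated BMDMs and 158 of 1385 with IFN-γ. The interval does not cover which cells were drawn. The largest differences were those of *Rsad2* (−1.21), *Ifit1* (−0.99), *Ifit3* (−0.81), *Igtp* (−0.72), *Parp14* (−0.66) and *Isg15* (−0.59). MHC class I genes had a median difference of −0.09 (−0.10 to 0.003). Over 3171 genes, the IFN-γ ratios without and with heme had a Pearson r of 0.006 and a Spearman rho of 0.003. Both sets of ratios were small, with standard deviations of 0.053 and 0.081, and counting error was not removed from them. An r near 0 therefore does not tell whether the IFN-γ ratios differed with heme. With 1 sample in each cell of this design, the difference could not be set against a spread between cultures.

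**Figure D3:**
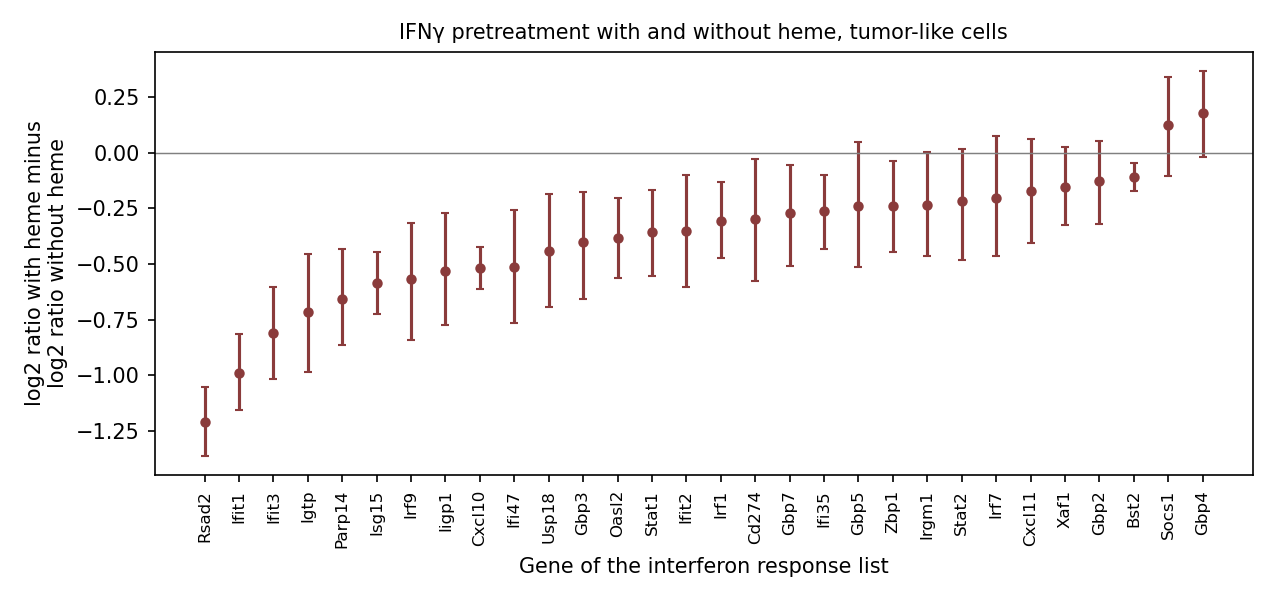
Difference of the log2 IFN-γ ratio with heme and without heme for each measured interferon response gene in tumor-like cells, with intervals that cover counting error only. Of the 30 genes 28 lie below 0, with Rsad2 lowest at −1.21.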

Values the study reported

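In the paper, the map of tumor cells from this experiment shows 6,808 MC38 cells, after macrophages were removed by their *Ptprc* expression. Leiden clustering divided these tumor cells into 3 clusters, which the authors named for proliferation, EMT and the UPR. The paper places most tumor cells in the EMT state after heme pretreatment, with or without IFN-γ. It places most in proliferation with untreated or IFN-γ-pretreated BMDMs, and mainly in the UPR without macrophages. Those are cluster assignments, while the EMT values above are medians over a fixed gene list and all tumor-like cells. The paper gives day 9 as the time at which the spheroids were measured.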

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

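The tests of the cell filter, of the multiplexing label, of free macrophage RNA and of macrophage RNA from doublets were chosen only after the results were seen, and so was the choice of lists to lead with: interferon genes beside tumor-only spheroids, and G2M genes in the heme comparisons. The tests of *Ptprc* and depth were written down before they were run, though the list medians and macrophage marker levels had by then been seen. A subtraction of free RNA, planned as the test of it, was no test, since the same small amount was taken from both samples.

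In tumor-like cells the IFN-γ ratio of the interferon response list had a positive median without heme and a negative one with it, and the median of the differences per gene was −0.33. The S phase list went the other way, with a median of 0.12 of the differences per gene, and so did the oxidative phosphorylation list, with 0.0608. The G2M list had positive medians both ways and a median of 0.15 of the differences. These differences between the conditions were not tested, since each rests on 1 sample per condition. The 7 multiplexing oligos that were not used in the pool had 82 UMIs among 13338890 oligo UMIs in the sample matrices.

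Few macrophage-like cells were found in the spheroids with heme-pretreated BMDMs. The filter on cells did not account for this, since the share among all barcodes was 0.366% (0.0998 to 0.934%), with an upper bound below 1.91%, the level that is 50% of the lower bound with untreated BMDMs. Hidden macrophages among tumor-like cells were argued against by *Ptprc*, found in 0 of 1041 thinned tumor-like cells, which leaves an upper bound of 0.354% where 2.31% would have been needed. Weak labelling cannot be told apart from other causes, because the label ratio of macrophage-like to tumor-like cells was 0.802 with heme against 0.472 with untreated BMDMs but rests on only 4 cells that had passed labelling. Loss of macrophages before the droplets and a lasting effect of heme pretreatment on BMDM survival or growth in the spheroid may each explain the pattern, and both stay open. The paper measured the metabolism of the pretreated BMDMs and describes their viability as maintained. It also extracted macrophages from heme spheroids of another experiment during extended culture and describes their phenotype as stable. Neither gives the number of macrophages in these spheroids. The share is relative to tumor-like cells and does not give the number of macrophages per spheroid. The paper describes larger spheroids with heme-pretreated BMDMs, and killing of tumor cells by untreated and IFN-γ-pretreated BMDMs. A share lowered by more tumor cells, or raised by fewer, was not tested.

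More tumor-like cells had a UMI of *Mki67* or *Top2a* with untreated than with heme-pretreated BMDMs. The difference remained at an equal number of UMIs read: among cells of 10000 to 20000 UMIs, thinned to 5000, the shares were 58.1% (54.9 to 61.3%) and 30.6% (27.1 to 34.2%). The window also selects cells by their RNA content, which was not examined apart from cycling. Median depth before thinning within that window was still 15511 against 13461.5 UMIs, so the window narrows that gap without closing it. Every cell was read at 5000 UMIs, so the gap is not one in the UMIs read. A biological difference in proliferation between the spheroids remains open, as does a difference between these particular cultures, since each condition is 1 sample.

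Interferon response genes were higher in tumor-like cells with BMDMs than without. Free macrophage RNA in the shared droplet run reaches the tumor-only cells too, so a comparison with them is a weak test of it. With untreated BMDMs the interferon excess would have needed macrophage RNA at 16.1% of the macrophage-like level (median over the genes, 14.8 to 17.5%). Macrophage markers exceeded their tumor-only level by at most 0.0214%. Macrophage RNA from doublets was argued against by the macrophage markers, whose level in tumor-like cells with untreated BMDMs was 0.967 times that in tumor-only spheroids (0.891 to 1.05). Neither check was made with heme-pretreated BMDMs. There the macrophage markers stood at 60.8 CPM (56.9 to 65.0), against 52.1 CPM (48.5 to 56.0) in tumor-only spheroids. A response of the tumor cells to interferon made in mixed spheroids may explain the pattern as a hypothesis, found and examined on the same data, and mixed spheroids of tumor cells that lack interferon receptors would test it.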

How the results depend on the processing

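Leaving out the *Rn18s*-led cluster 4 was chosen only after the data were seen. Of the results led with, 151 settings stayed within the main value's interval and 28 moved, all with the main value's sign or at 0. The 28 follow, and their cause was not tested unless said. As a mean over cells, the untreated against tumor-only medians were −0.95 (UPR) and 1.16 (interferon), G2M was −1.03 for heme against untreated and −0.89 for heme plus IFN-γ against IFN-γ, interferon was −0.20 for heme plus IFN-γ against heme, and the IFN-γ difference was −0.28. With a pseudocount of 1, which shrinks low genes less, interferon was 1.39 (untreated) and 1.77 (heme) against tumor-only, G2M −1.10 and −0.89 in the heme comparisons, interferon −0.35 for heme plus IFN-γ against heme, and the difference −0.44. With a minimum of 1 UMI, interferon for untreated against tumor-only was 0.87. Median-of-ratios scaling gave UPR medians of −1.16 (untreated) and −0.91 (heme) against tumor-only, and, for heme plus IFN-γ against IFN-γ, EMT 0.0737 and G2M −0.75. In macrophage-like cells, interferon was 0.0337 when called by *Ptprc* and 0.58 without doublets. Macrophage-like shares under the stricter filter were 0% (tumor-only), 3.77% (untreated) and 2.44% (IFN-γ), and the tumor-only share by *Ptprc* was 0.785%. Unthinned cycling shares were 26.0, 83.7, 80.3, 44.7 and 48.2%, since deeper cells show more genes. Of the settings of other results 585 were counted as unchanged, some of them across 0 where the interval spans 0 (called by *Ptprc*, MHC class I in macrophage-like cells was −0.0273). That meant a value within the main interval or, for named genes, which have no interval, that most kept their direction. In macrophage-like cells 18 of the 20 named genes kept their direction when called by *Ptprc* and 19 under the stricter filter, counted among the 585. Another 65 moved, and 1 list median reversed beyond its interval, the S phase median in macrophage-like cells, from −0.38 to 0.0576 when called by *Ptprc*. Of 452 settings of list medians not led with, 435 kept their sign and the largest move was 0.75. Free RNA subtraction was not run in macrophage-like cells. Leiden resolution 1.0, which leaves a cluster of 171 cells unnamed, was run for the macrophage-like shares and the cluster counts alone and left the shares unchanged. No heme comparison of macrophage-like cells could be made at 4 and 6 cells.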

Other observations

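No test in this part was chosen in advance. Members set apart are those more than 5 times higher in macrophage-like cells. The values below describe lists fixed before the data were examined, in comparisons where their medians were not given above.

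In tumor-like cells with untreated BMDMs against tumor-only spheroids, oxidative phosphorylation genes had a median log2 ratio of 0.52 (10 of 24 higher), and the ATF4 stress response list had −0.46 (7 of 21 lower, 4 higher), with *Aldh1l2* 3.24-fold and *Nupr1* 2.91-fold lower. Dissociation stress genes had −0.66 (8 of 14 lower), with *Dusp1* at 25.1 against 164 CPM and *Fos* at 20.3 against 72.0 CPM, while *Hspa8* was 2.47-fold higher. The iron and acute phase genes *Lcn2* (17.8-fold lower) and *Hmox1* (6.19-fold lower) stood out in a heme and iron handling list with a median of −0.34. NF-kB response genes had a median of 0.07 (0.50 without the 4 set apart), inflammatory mediators −0.003 with a mean of 0.26 (median −0.24 without the 8 set apart), complement genes −0.01 (6 of 8 members set apart, too few left for a median), and lysosome and lipid handling genes −0.10, although the fatty acid-binding protein gene *Fabp5* was 4.70-fold higher.

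In tumor-like cells with heme-pretreated against untreated BMDMs, lysosome and lipid handling genes had a median of 0.30 (6 of 16 higher, 0.51 without the 10 set apart), with *Fabp4* 3.20-fold higher and *Npc2* at 555 against 313 CPM. Tumor-associated macrophage markers had 0.38 (6 of 14 higher, 0.90 without the 7 set apart), among them *Lgals3* (1166 against 508 CPM) and *Spp1* (2687 against 1436 CPM). The fixed macrophage markers used to name clusters were higher in these tumor-like cells too. They stood at 60.8 CPM (56.9 to 65.0) with heme against 50.4 CPM (48.5 to 52.5) with untreated BMDMs. Inflammatory mediators had 0.21 (0.65 without the 7 set apart), with *Nos2* 2.41-fold and *Ptgs2* 2.04-fold higher and *Ccl2* 1.93-fold lower. Complement genes had 0.07 (6 of 8 members set apart), NRF2 targets −0.01 with a mean of 0.03 and *Gstm1* 2.37-fold higher, the ATF4 list 0.11, p53 and apoptosis genes 0.11 (−0.03 without the 5 set apart), NF-kB response genes 0.09, oxidative phosphorylation genes −0.42 (7 of 24 lower) and dissociation stress genes 0.38 (5 of 14 higher).

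In the same comparison, MHC class II genes had a median of 0.28 over 5 measured members, neutrophil markers 0.26 over 3 (1 of them set apart), dendritic cell markers 0.09 over 4, stromal and endothelial markers 0.28 over 6, and erythroid, mast and megakaryocyte markers 0.06 over 3. Of the epithelial list 2 members were measured and of the lymphocyte list 1, too few for a median. Against tumor-only spheroids, the 3 measured epithelial genes had a median of 0.04 with untreated BMDMs.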
